A study of Arabidopsis thaliana with 16 samples. Its data were reported in "The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development" (2024).

How the data were processed

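ChIP-seq was performed by the authors on Arabidopsis thaliana seedlings of the wild type Col-0 and the mutant ubp5 at 12 days after germination, with 3 libraries per genotype for H2Aub and 2 per genotype for H3K27me3. Of 16 samples, the 10 with a peak list were used, and the 6 input samples are not analysed here. Groups and replicate numbers were taken from the sample labels.

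Per the study's methods, the authors mapped paired-end reads to the TAIR10 genome with STAR in end-to-end mode, excluded organelle genomes, removed duplicates with Picard and kept uniquely mapped reads. Broad peaks were called by the authors with MACS3 in each library, with input as the control. The study lists read numbers per library, which were not used here. The deposited score of a peak is 10 times its −log10 q-value, cut to a whole number. The deposited fold is the mean ratio of signal over background across the peak, and the deposited −log10 p and −log10 q-values are means across the peak. These values depend on the depth of each library. They were used to describe, rank or filter peaks within a list. As an exception, medians of fold and −log10 p were compared between the H2Aub lists. The H2Aub lists had been filtered before they were deposited, since the lowest −log10 q was 3.00 in each and the running numbers in the peak names had gaps. The H3K27me3 lists reached down to a −log10 q of 1.01 and had no gaps. The lists therefore differ in how they were filtered, and a score over 30 was applied to all of them here. Deeper libraries pass such a filter with more and weaker peaks, so the number of peaks is not a measure of signal.

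The reference annotation was RefSeq's TAIR10.1, with 33056 gene features on the 5 nuclear chromosomes, 27444 of them protein-coding. All peaks ended within these chromosomes. A gene had a peak when at least 1 bp overlapped, and it was marked in a genotype when this held in at least 2 libraries, as in the study's rule for H2Aub. Covered length is the number of base pairs of a gene under peaks. Gene starts were extended by 500 bp on each side. Values per library were compared between genotypes by exact permutation tests on log2 values (logit for shares), without a replicate block. Counts of genes were set against the same counts for the other splits of the libraries, 10 in all for H2Aub and 3 for H3K27me3. Overlap of the marks was tested by 10000 circular shifts with a fixed seed, and motifs by Fisher's exact test. No reads per gene were at hand, so no test of read counts was made.

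The main tests, the alternatives and the rule for genes named in the text were set before the data were examined. Added after the files had been seen were the comparison of the highest peak numbers (counted among the 12 comparisons), the coverage of the ends of genes, the shares by type of sequence, the peaks of 800 to 1200 bp, the share of gene length under H3K27me3 peaks and the splits for the telobox. Named genes were those of a fixed list of genes the study names, plus FLC and AG, the 5 with the longest mean covered length per mark and direction among genes with a peak in every library of 1 genotype and in none of the other, and the 5 with the longest summed covered length among genes gaining both marks. In the fixed list, 1 symbol had no match in the annotation and is not analysed here. The alternatives were all deposited peaks, a score over 60, lists matched to the smallest covered length within a mark by keeping the peaks with the highest −log10 q, a peak over at least 50% of the gene, protein-coding genes, other replicate rules, other backgrounds and windows, a replicate block, and leaving out each library in turn.

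The functions were tested on simulated lists over 33056 genes with 200 planted gains, in which each library kept 80% of its regions at random. For H2Aub, 91% of planted genes were called, which is the share with a simulated peak in at least 2 libraries, and for H3K27me3 63.5%. With this random loss alone, 1261 genes for H2Aub and 1426 for H3K27me3 were called as marked only in ubp5 without a planted gain. Those called only in Col-0 numbered 1356 and 1515. The loss had the same rate in every library and was independent between them, unlike in the data. These counts therefore do not estimate the false calls in the data. In 200 simulations without overlap, 5% of shift tests gave a p-value under 0.05. Computations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and plots used Matplotlib.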

Results

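Histone H2A monoubiquitination (H2Aub) and trimethylation of histone H3 lysine 27 (H3K27me3) were profiled by ChIP-seq in Arabidopsis thaliana seedlings at 12 days after germination. H2Aub is the mark that the Polycomb repressive complex PRC1 places on H2A, and H3K27me3 is the mark of the complex PRC2. Wild-type Col-0 seedlings were compared with seedlings of ubp5, a mutant of the ubiquitin-specific protease UBP5. There were 3 Col-0 and 3 ubp5 libraries for H2Aub, and 2 Col-0 and 2 ubp5 libraries for H3K27me3. The deposited lists hold broad peaks called in each library separately, so each library counts as 1 replicate. The 6 input samples are not analysed here. Read numbers are not part of these lists. The study lists them per library, but they were not used here, so the libraries were not brought to equal depth, and values below describe how much was called rather than how much signal was present. The fold and score of each peak are the authors' own values and were used within a list. As an exception, medians of fold and significance were compared between the H2Aub lists.

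The mutated gene was examined first. UBP5 (AT2G40930) lies on chromosome 2 from 17076311 to 17082528 on the minus strand (TAIR10 coordinates). H2Aub peaks covered 669, 655 and 657 bp of the gene in the 3 ubp5 libraries, a mean of 660 bp ± 7.57 (SD, n = 3). In Col-0 the covered length was 440 bp in replicate 3 and 0 bp in the other libraries, a mean of 147 bp ± 254 (SD, n = 3). The peak of ubp5 replicate 1 ran from 17081860 to 17083467, across the annotated start of the gene. Of its 669 bp on the gene, 336 bp were untranslated exon, 140 bp coding sequence and 193 bp intron, and the other 939 bp of the peak lay outside the gene. No H3K27me3 peak overlapped the gene in any of the 4 H3K27me3 libraries. Peak lists cannot show whether the gene was disrupted, so these values do not test the genotype labels.

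The first question was whether the mutant has more H2Aub peaks. With a score over 30, the Col-0 libraries held 8457, 12049 and 14728 peaks, and the ubp5 libraries held 16449, 9786 and 19014. The means were 11745 ± 3147 (SD, n = 3) in Col-0 and 15083 ± 4763 (SD, n = 3) in ubp5, a difference of 0.34 on the log2 scale. That was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.4; 3 against 3 libraries cannot give a p below 0.1). The alternative that moved this most was leaving out ubp5 replicate 2, with a difference of 0.63. Covered length was 16.0 Mb ± 4.86 (SD, n = 3) in Col-0 and 20.4 Mb ± 8.64 (SD, n = 3) in ubp5 (exact permutation p = 0.6). Genes overlapped by a peak numbered 13922 ± 3976 (SD, n = 3) and 18784 ± 6259 (SD, n = 3), respectively (exact permutation p = 0.4). The lowest ubp5 library, replicate 2, lay below Col-0 replicates 2 and 3 in all 3 measures. Benjamini-Hochberg adjustment over the 12 comparisons of 1 value per library gave no value below 0.6.

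**Figure D1:**
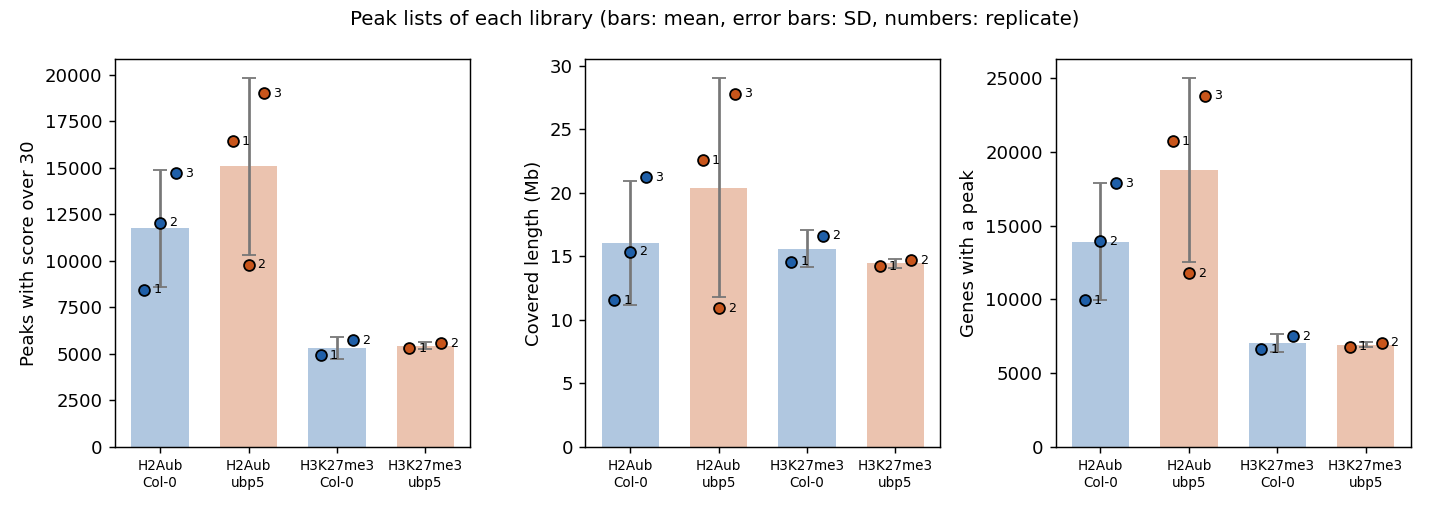
Peaks with a score over 30, covered length in Mb and genes with a peak for each library, with points for single libraries (numbered by replicate), bars for group means and error bars for the SD. The 3 ubp5 H2Aub libraries range from 9786 to 19014 peaks and overlap the Col-0 range of 8457 to 14728.

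The numbers that the peak caller gave to peaks show what had been called before a later filter. In the H2Aub lists these numbers had gaps, and the lowest −log10 q was 3.00 in each of the 6 lists. The highest number ranged from 13982 to 17893 in Col-0 and from 18933 to 20555 in ubp5, so every ubp5 library lay above every Col-0 library (exact permutation test, two-sided, p = 0.1, the smallest value possible; 0.6 after adjustment). The share of numbers missing was 38.0%, 26.2% and 16.8% in Col-0 and 16.1%, 46.7% and 7.06% in ubp5. The 4 H3K27me3 lists had no gaps, and their highest numbers were 6811 and 6952 in Col-0 and 7132 and 7582 in ubp5. Each ubp5 list again lay above each Col-0 list (exact permutation test, two-sided, p = 0.33, the smallest possible, 0.686 after adjustment).

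Genes were next called marked when a peak overlapped them in at least 2 libraries of a genotype. Of 33056 nuclear genes, 14056 were marked by H2Aub in Col-0 and 20600 in ubp5. Both genotypes shared 13053 genes, 7547 genes were marked only in ubp5 and 1003 only in Col-0. Genes marked only in ubp5 thus made up 88.3% of the genes that differed, but this share depended on the libraries and on the amount of sequence called. When all lists were reduced to the covered length of the smallest, 3992 genes were marked only in ubp5 and 2948 only in Col-0, a share of 57.5%. Without ubp5 replicate 1 the counts were 2807 and 5121, and without ubp5 replicate 3 they were 2773 and 5145, so the direction turned to more genes marked only in Col-0. In those fits both remaining ubp5 libraries, replicate 2 among them, had to hold a peak. When a peak was required in every library of a genotype, 4925 genes were marked only in ubp5 and 2675 only in Col-0.

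A stricter pattern was a peak in all 3 libraries of a genotype and in none of the other. It was found for 1366 genes in ubp5 and 67 genes in Col-0, and at matched covered length for 2037 and 773 genes. Among the genes with the longest covered length in this class, DWA2 (AT1G76260, chromosome 1, 28610193 to 28613263) had 2315 bp ± 143 (SD, n = 3) under H2Aub peaks in ubp5. PBS2 (AT5G51700, chromosome 5, 21001144 to 21003286) was covered over its full 2143 bp in each ubp5 library. In the other direction, MYC2 (AT1G32640, chromosome 1, 11798119 to 11801407) had 1522 bp ± 44.0 (SD, n = 3) under peaks in Col-0, and GASA4 (AT5G15230, chromosome 5, 4944816 to 4946299) had 1298, 1338 and 1416 bp in the 3 libraries. MYC2 and GASA4 were marked in neither genotype at matched covered length. Of the 5 genes named for this direction, XCP2 (AT1G20850) alone stayed marked there, and only in Col-0.

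**Figure D2:**
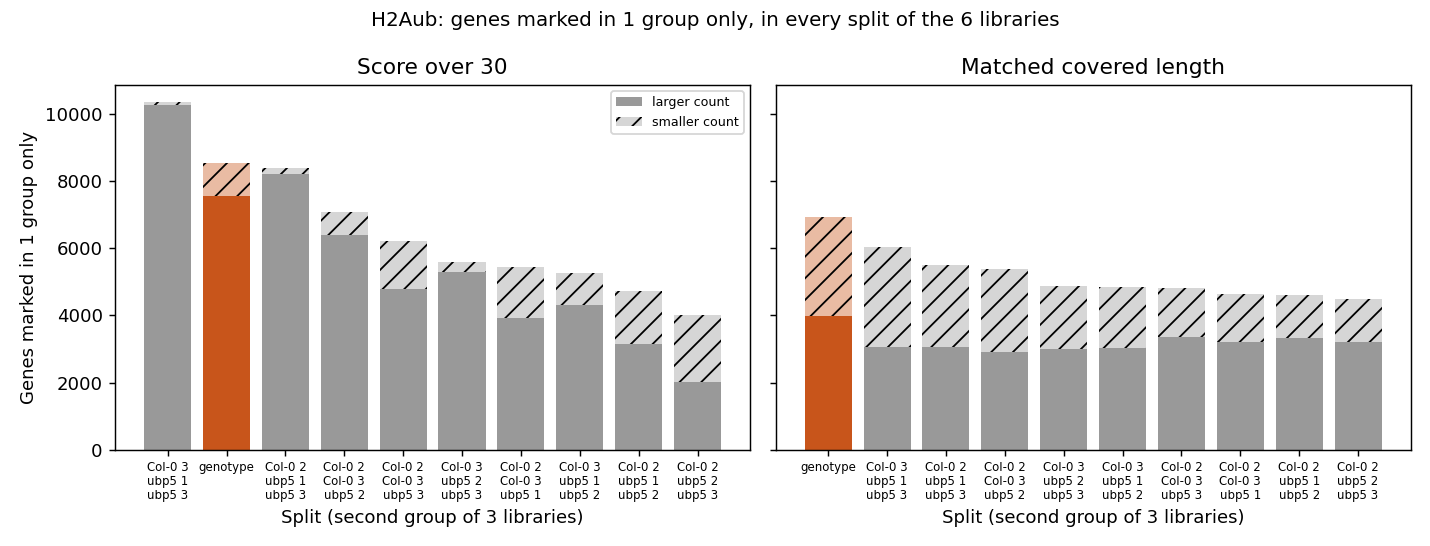
Number of genes marked by H2Aub in 1 group only (y axis) for each of the 10 ways to split the 6 libraries into 3 and 3 (x axis), with the genotype split in orange and the larger and smaller of the 2 counts stacked. At a score over 30 the split of Col-0 replicate 3 with ubp5 replicates 1 and 3 against the rest gives 10343 genes and the genotype split 8550, and at matched covered length the genotype split is highest with 6940.

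Among the 13053 commonly marked genes, 1661 (12.7%) had a longer covered length in every ubp5 library than in every Col-0 library, and 883 (6.76%) had a shorter one. Chance gives 5% per direction for 3 against 3 libraries only if the libraries are alike, and these differed in covered length. The split of Col-0 replicate 3 with ubp5 replicates 1 and 3 against the rest gave 2900 wider and 9 narrower genes. The value of 5% is therefore no baseline for either direction. The order of these counts turned without Col-0 replicate 1 (1691 wider and 2115 narrower genes) and without Col-0 replicate 2 (855 and 1217). Fewer Col-0 libraries then enter the rule and both must hold a peak, so these counts shift by construction. Col-0 replicate 1 also had the shortest covered length in Col-0, and leaving it out raises the lowest Col-0 value. These fits cannot show by themselves that the order depends on single libraries.

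Replicates were then compared by the base-pair Jaccard index, the length shared by 2 lists over the length covered by either. Pairs within a genotype had a mean of 0.549 ± 0.136 (SD over 6 pairs) and pairs between genotypes 0.457 ± 0.0873. The difference of 0.0922 was within the spread of the pairs (exact permutation test over all splits, one-sided, p = 0.2). With lists of matched covered length the difference was 0.203. The pair of ubp5 replicates 1 and 3 reached 0.736, whereas ubp5 replicate 2 shared 0.448 and 0.372 with them, so no 2 lists were copies of one another.

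The position of H2Aub on genes was examined as well. The share of peak length within 500 bp of a gene start was 41.1% ± 1.62 (SD, n = 3) in Col-0 and 45.2% ± 0.268 (SD, n = 3) in ubp5, against 24.7% of the nuclear genome. Each ubp5 library lay above each Col-0 library (exact permutation test, two-sided, p = 0.1, the smallest possible; 0.6 after adjustment). The groups stayed apart at matched covered length, but among peaks of 800 to 1200 bp the shares were 42.1% ± 1.88 (SD, n = 3) and 42.0% ± 2.33 (SD, n = 3). Introns held 14.1% ± 0.319 (SD, n = 3) of H2Aub peak length in Col-0 and 17.3% ± 0.409 (SD, n = 3) in ubp5, while coding sequence held 51.1% ± 2.69 (SD, n = 3) and 48.8% ± 6.58 (SD, n = 3). Over the final 10% of the length of protein-coding genes with a peak, 25.6% ± 2.58 (SD, n = 3) of genes were covered in Col-0 and 19.4% ± 4.78 (SD, n = 3) in ubp5 (exact permutation test, two-sided, p = 0.1, the smallest possible, computed outside the 12 comparisons). Over the first 10% the values were 56.9% ± 4.60 (SD, n = 3) and 61.3% ± 9.37 (SD, n = 3), and the groups overlapped (exact permutation p = 0.6).

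**Figure D3:**
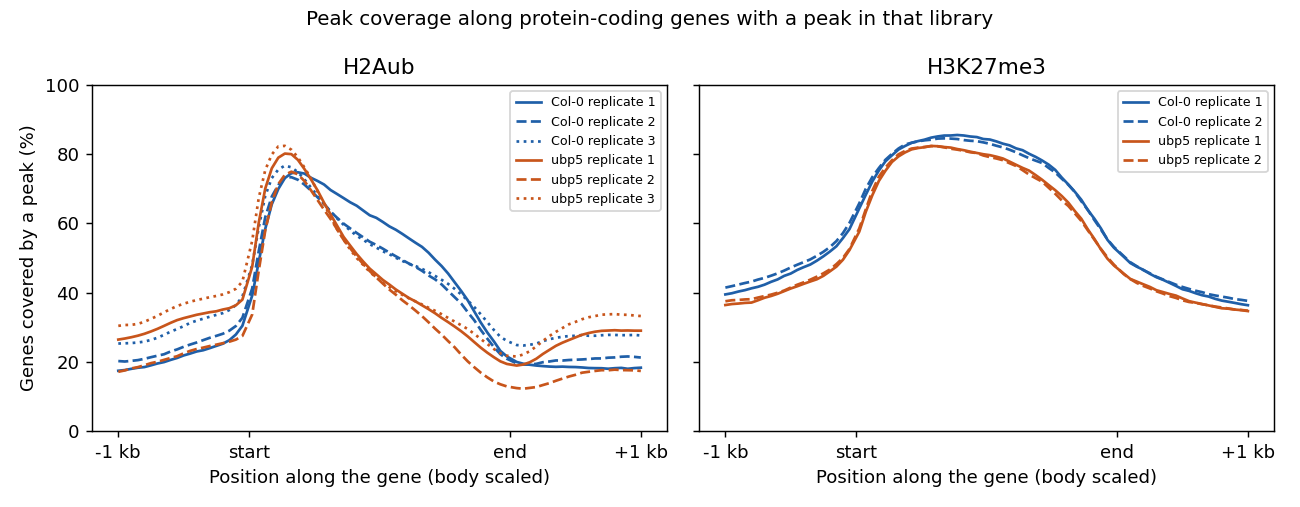
Percent of protein-coding genes with a peak in that library that were covered at each position (y axis), from 1000 bp before the start to 1000 bp after the end with the gene body scaled (x axis), 1 line per library. H2Aub coverage peaks after the start in all 6 libraries, and H3K27me3 coverage is lower in both ubp5 libraries along the whole profile, with means of 70.7% in Col-0 and 65.9% in ubp5 over the first 10% of the gene and 57.0% and 51.5% over the final 10%.

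For H3K27me3 the amount called with a score over 30 was similar in both genotypes. The libraries held 5330 ± 589 (SD, n = 2) peaks with a score over 30 in Col-0 and 5434 ± 186 (SD, n = 2) in ubp5 (exact permutation test, two-sided, p = 1; 2 against 2 libraries cannot give a p below 0.33). The largest move was at matched covered length, where the log2 difference went from 0.03 to 0.27. Covered length was 15.6 Mb ± 1.44 (SD, n = 2) and 14.4 Mb ± 0.335 (SD, n = 2), respectively (exact permutation p = 0.667). Genes with a peak numbered 7059 ± 621 (SD, n = 2) and 6938 ± 194 (SD, n = 2) (exact permutation p = 1). The share of peak length near gene starts was 29.9% ± 0.237 (SD, n = 2) and 29.6% ± 0.351 (SD, n = 2) (exact permutation p = 0.667).

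Marked genes numbered 6507 in Col-0 and 6468 in ubp5, with 5529 shared, 939 only in ubp5 and 978 only in Col-0. Genes marked only in ubp5 were 49.0% of those that differed, and 64.2% at matched covered length, where the counts were 1193 and 666. The share of 49.0% fell without either Col-0 library (28.2% and 46.2%) and rose without either ubp5 library (64.3% and 57.3%). These fits cannot show a dependence on single libraries. In the reduced genotype 1 library then sufficed to mark a gene, while the other genotype still needed both. Of the 5529 common genes, 1550 (28.0%) were covered over a shorter length in both ubp5 libraries than in both Col-0 libraries, and 283 (5.12%) over a longer one. Chance gives 16.7% per direction for 2 against 2 libraries only if the libraries are alike, so it is no strict baseline. The splits that mixed the genotypes gave 349 and 741 genes in the more frequent direction and 107 and 120 in the other. The share of the length of these genes under peaks was 77.2% and 80.6% in the Col-0 libraries and 73.8% and 75.4% in the ubp5 libraries. Jaccard indices were 0.803 and 0.823 within genotypes and 0.675 to 0.714 between them, and the genotype split gave the largest difference of the 3 possible splits (exact permutation test, one-sided, p = 0.33, the smallest possible; 0.686 after adjustment).

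The relation between the marks was then tested. In Col-0, 4191 genes carried both marks, which was 64.4% of the H3K27me3-marked genes, and in ubp5 4515 genes did, or 69.8%. Genes marked by H2Aub only in ubp5 carried H3K27me3 in Col-0 in 528 of 7547 cases (7.00%), against 3919 of the 13053 genes marked by H2Aub in both genotypes. Of the 16684 genes unmarked for both marks in Col-0, 246 were marked by both in ubp5, an odds ratio of 1.77 (10000 circular shifts along the genes, one-sided permutation p = 0.0001, the smallest they can give). The shifts gave 185 genes on average and at most 228. The alternative that moved this most was a peak over at least 50% of the gene, with an odds ratio of 6.57, whereas all annotated genes as background gave 1.21. Splits of the libraries that mixed the genotypes gave an odds ratio as large in 6 of 72 cases.

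GAF1 (AT5G59980, chromosome 5, 24147099 to 24149942, plus strand) had 2277 bp ± 23.3 (SD, n = 2) under H3K27me3 peaks in ubp5 and 0 bp in both Col-0 libraries. H2Aub covered 820 bp ± 80.1 (SD, n = 3) of it in ubp5 and 364 bp ± 316 (SD, n = 3) in Col-0, where replicate 1 had no peak on the gene. The H2Aub peak of ubp5 replicate 1 ran from 24144102 to 24147996 and overlapped 594 bp of coding sequence, 108 bp of untranslated exon and 196 bp of intron of the gene. NDA2 (AT2G29990, chromosome 2, 12793320 to 12796085) showed 2286 bp ± 38.2 (SD, n = 2) of H3K27me3 in ubp5 and 0 bp in Col-0, with H2Aub over 1435 bp ± 102 (SD, n = 3) and 378 bp ± 339 (SD, n = 3), respectively. A list of genes named in the study, with FLC and AG added, is no independent test, since some of them were named for a gain of these marks in ubp5. Of its 20 genes that matched the annotation, H2Aub marked 4 in Col-0 and 17 in ubp5, and H3K27me3 marked 2 and 8. Under matched covered length these were 2 and 10 for H2Aub and 2 and 8 for H3K27me3. CLF, EMF2, VRN2 and MSI1, which encode PRC2 subunits, had H2Aub peaks only in ubp5 replicates 1 and 3, and none of them was marked at matched covered length. FIE, which encodes another PRC2 subunit, had H2Aub peaks in all 3 ubp5 libraries (536, 323 and 656 bp) and in Col-0 replicate 3 (341 bp), and was marked only in ubp5 with and without matching. FLC (AT5G10140) carried both marks in all libraries, and AG (AT4G18960) was covered by H3K27me3 over its full 5684 bp in all 4 libraries without an H2Aub peak. The genes with the longest coverage among those gaining both marks included MCM9 (AT2G14050, chromosome 2, 5909100 to 5914374), with 3486 bp ± 2271 (SD, n = 3) of H2Aub and 4299 bp ± 1163 (SD, n = 2) of H3K27me3 in ubp5.

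**Figure D4:**
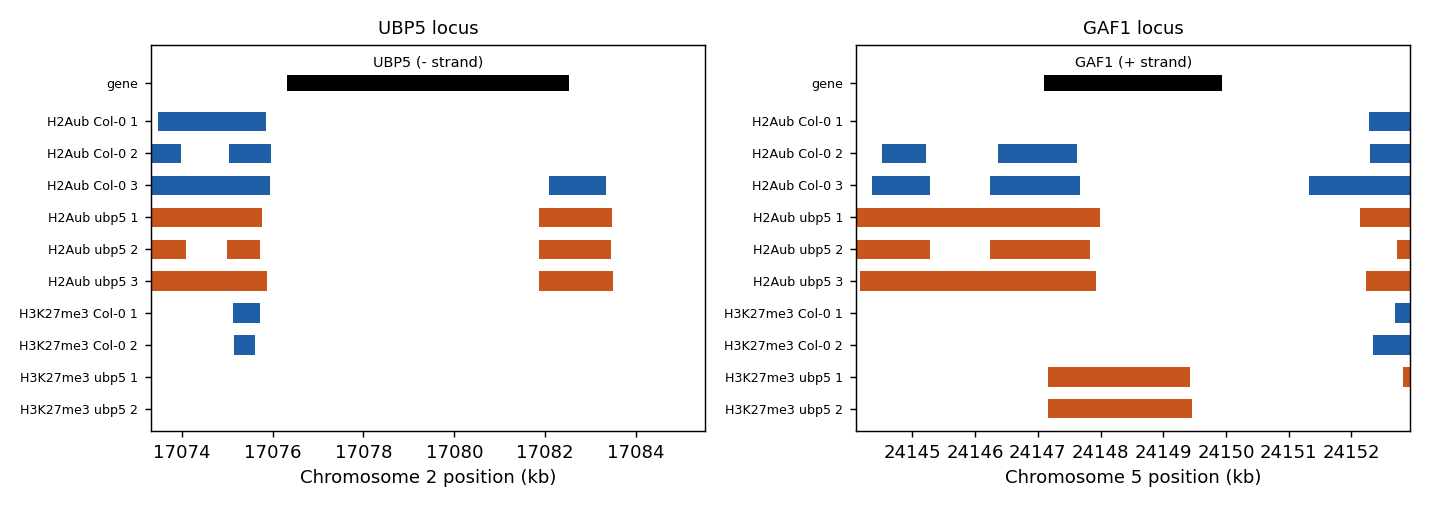
Peaks with a score over 30 (bars, 1 row per library) at UBP5 on chromosome 2 and GAF1 on chromosome 5, with the gene in black and position in kb on the x axis (peaks at the edges continue beyond the plot). At GAF1 an H3K27me3 peak lies on the gene in both ubp5 libraries and in neither Col-0 library, while at UBP5 an H2Aub peak crosses the gene start in 3 ubp5 libraries and in Col-0 replicate 3.

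Sequence motifs at gene starts were counted from 500 bp before to 250 bp after the start. A telobox (AAACCCTA on either strand) was found at 1721 of 7547 genes marked by H2Aub only in ubp5 (22.8%) and at 1608 of 13053 genes marked in both genotypes (12.3%), an odds ratio of 2.10 (Fisher's exact test, two-sided, p = 1.2e-83, 2.5e-83 after adjustment over both motifs). Genes are not independent replicates, and 4 of the 10 splits of the libraries gave an odds ratio as large. Against genes marked in neither genotype, of which 16.0% had a telobox, the odds ratio was 1.56. A GAGA repeat (GAGAGAGA) was found at 26.5% of genes marked only in ubp5 and 25.5% of genes marked in both genotypes, an odds ratio of 1.05 that did not pass the threshold (Fisher's exact test, p = 0.12). Against genes marked in neither genotype it was 1.64, and at matched covered length 0.964.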

Values the study reported

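The study reported 15,615 genes marked by H2Aub in Col-0 and 21,017 in ubp5. It counted 6201 genes that gained H2Aub in the mutant and 14816 genes marked in both genotypes. Among the latter it reported lower H2Aub levels in ubp5 for more genes than higher levels. Those levels came from read counts, not from covered length. For H3K27me3 it gave a total of 7600 marked genes, and reported more genes with a higher than with a lower level in ubp5. By western blot it also reported higher total levels of both H2Aub and H3K27me3 in ubp5 seedlings than in Col-0. Peak lists do not measure such total levels.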

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

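Of 244 alternative values for 23 results, 190 kept their direction and their side of the threshold or moved little, 43 moved, 1 became stronger and 10 reversed. The 10 were H3K27me3 differences in peaks or in genes with a peak, or GAGA odds ratios. Counts were judged singly, so a turned order of H2Aub counts is not among them. The 190 include large changes in size, such as an odds ratio of 6.57 against 1.77 for genes gaining both marks. Except where a cause is given, the cause was not tested. All alternatives in this part were planned before any value was computed.

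At matched covered length the logit difference in the H2Aub share near gene starts was 0.228 against 0.171. There, 3992 genes were marked by H2Aub only in ubp5, 2948 only in Col-0 and 5750 in both, with 712 wider and 556 narrower, against 7547, 1003, 13053, 1661 and 883. These lists hold fewer peaks by construction. For H3K27me3 the log2 difference in peaks was 0.27 and in genes with a peak 0.12, against 0.03 and -0.02, and the GAGA odds ratio was 0.964 against 1.05. Set against genes marked in neither genotype, the GAGA odds ratio was 1.64 and passed the threshold.

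When a peak had to cover at least 50% of the gene, H2Aub marked 2591 genes only in ubp5 and 6232 in both, with 195 wider and 473 narrower, and H3K27me3 marked 577 only in ubp5, with 182 wider. A peak in every replicate left 4925 H2Aub genes only in ubp5, 2675 only in Col-0 and 6746 in both, since more libraries must hold a peak. With a score over 60, 629 H2Aub genes were wider and 588 narrower, 174 H3K27me3 genes were wider against 283, and the H3K27me3 differences were -0.0927 for peaks and -0.118 for genes with a peak. With all deposited peaks, 439 H3K27me3 genes were wider and the difference in genes with a peak was 0.0342.

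Across the fits that each left out 1 library, H2Aub genes marked only in ubp5 ranged from 2773 to 11484, only in Col-0 from 345 to 5145, wider from 855 to 4171 and narrower from 725 to 2115. The order of the first 2 counts turned without ubp5 replicate 3 (2773 only in ubp5 and 5145 only in Col-0) and without ubp5 replicate 1 (2807 and 5121). Wider genes moved most without ubp5 replicate 2 and narrower genes without Col-0 replicate 1. Fewer libraries then enter the rule for wider and narrower genes, so these counts shift by construction as well. For H3K27me3, the log2 difference ranged from -0.0811 to 0.145 for peaks and from -0.112 to 0.0674 for genes with a peak, and the difference in Jaccard index from 0.0901 to 0.129. H3K27me3 genes marked only in Col-0 ranged from 709 to 1696, wider from 441 to 905 and narrower from 1665 to 2346. In the H3K27me3 fits 1 library sufficed to mark a gene in the reduced genotype, so counts of marked genes shift by construction. The odds ratio for genes gaining both marks ranged from 1.44 to 3.30, and that of GAGA from 0.977 to 1.06.

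The libraries share replicate numbers, but the peak lists do not show whether these numbers pair them. Deviations of same-numbered libraries correlated at -0.152, 0.0924 and 0.324 for H2Aub and at 0.111 for H3K27me3. Those of differently numbered H2Aub libraries ranged from -0.343 to 0.273. With 2 H3K27me3 libraries per genotype all values are equal in size by construction. A shared batch per number is therefore not excluded. With a replicate block the exact permutation p for H2Aub peaks was 0.5 (two-sided; the smallest possible is 0.25), and the log2 difference stayed at 0.34. Genes with a peak in only 1 genotype within at least 2 same-numbered pairs numbered 5960 only in ubp5 and 574 only in Col-0 for H2Aub, and 641 and 588 for H3K27me3.

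Depth limits what can be said of amounts. Read numbers were not used here, and no value from the peak lists separates more H2Aub in the mutant from a larger yield of called peaks.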

Other observations

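The values at matched covered length, the splits for the main gene counts and the mixed splits for both marks were planned, but how these tests were to be read was written down only after their results were seen. For the splits of the telobox odds ratio and the telobox share per library it was written down before. The tests chosen only after results were seen were the splits at matched covered length other than those for the telobox, the ratios and gaps formed from matched values other than the telobox share, the side on which splits were larger, the correlations of missing peak numbers, the tests of peak width, the strata of GC content and gene length and the ranks of peaks. With 3 against 3 libraries no count of splits can fall under 1 of 10.

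The excess of genes marked by H2Aub only in ubp5 was weighed against the other splits of the libraries. In 3 of the 10 splits of the 6 libraries, the genotype split included, a group had at least 7547 genes of its own, and in the other splits of this kind that group held ubp5 replicates 1 and 3 with Col-0 replicate 2 or 3. In 5 of 10 the smaller count reached 1003. For commonly marked genes, 3 of 10 splits gave as many wider genes and 1 of 10 as many narrower ones. With matched lists the ratio of genes marked only in ubp5 to only in Col-0 was 1.35, and 6 of the 9 other splits had a ratio as large. These splits are no clean comparison, since each puts 2 ubp5 libraries into 1 group. That group had more genes of its own in all 9 of them with matched lists and in 5 of 9 without matching. Matching sets the covered length equal in all libraries, which removes a true gain in amount along with a larger yield, so these cannot be told apart by this test. From the peak lists alone a global gain of H2Aub in the mutant stays open, as does unequal yield. The study measured total H2Aub by western blot and reported a higher level in ubp5.

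Which genes were marked is a separate matter. With covered length matched, the genotype split had the most genes marked in 1 group only (1 of 10 splits) and the largest difference in Jaccard index (1 of 10 splits). That difference rose from 0.0922 to 0.203 after matching, which argues against unequal amounts of called sequence as its source. Of the 3992 genes marked only in ubp5 at matched length, 2298 were also called without matching, while of the 2948 marked only in Col-0 only 264 were. Most genes marked only in Col-0 at matched length were thus not called so in the full lists, and a redistribution of H2Aub between genes is not shown.

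The share of peak numbers missing from the H2Aub lists ranged from 7.06% to 46.7% and was highest in ubp5 replicate 2. Over the 6 libraries it was lower where peaks of 2.9 to 3.1 fold had a higher median −log10 p, with Pearson r of -0.854 (exact permutation p = 0.022) and Spearman rho of -0.886 (exact permutation p = 0.033), both 0.067 after adjustment over 6 correlations. Without the 2 libraries farthest from the median, r was -0.686. Peaks with a score over 30 had an r of 0.826 with the median −log10 p (exact permutation p = 0.031, 0.067 after adjustment). Their Spearman rho was 0.771 (exact permutation p = 0.10). The highest peak number had an r of 0.463 with the median −log10 p (exact permutation p = 0.36), so no link was shown for it. In ubp5 replicate 2 this median was the lowest (6.22, against 13.5 to 38.2 in the other libraries), while its peaks had the highest median fold (3.13, against 2.42 to 2.69). These values go with fewer reads in that library. A filter on significance also keeps peaks of higher fold where reads are few, and the adjusted correlations did not pass 0.05, so fewer reads and weaker enrichment cannot be told apart by this measure. The read numbers that the study lists per library were not used as data here. Among the H2Aub libraries they are lowest for ubp5 replicate 2. Before the filter all 3 ubp5 libraries had more peaks than all 3 Col-0 libraries, and after it ubp5 replicate 2 had fewer than Col-0 replicates 2 and 3.

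H2Aub peak length lay closer to gene starts in ubp5. At matched covered length the lowest ubp5 library was still 3.40 percentage points above the highest Col-0 library, which argues against the amount of called sequence. Peak width is not settled. Among peaks of 800 to 1200 bp the lowest ubp5 library was -4.45 points from the highest Col-0 library, so the groups overlapped, but with shares standardised to the pooled widths of all 6 libraries the gap was 1.40 points with means of 41.1% ± 1.63 (SD, n = 3) and 45.1% ± 1.06 (SD, n = 3). Shorter peaks and a shift of the mark cannot be told apart from these values.

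H3K27me3 covered a shorter part of commonly marked genes in ubp5. At matched covered length narrower genes were still 6.24 times as frequent as wider ones. Matching drops whole peaks and leaves the kept peaks at full width. It therefore cannot decide whether wider calling of peaks in the Col-0 lists is the source. Median peak widths were 2001 and 1915 bp in the Col-0 libraries and 1729 and 1719 bp in the ubp5 libraries. In fits leaving out 1 library, wider genes made up 16.0% to 35.2% of those wider or narrower, against 15.4% with all libraries. The highest share was without Col-0 replicate 2. Narrower genes stayed more frequent in each of these fits. The rule was met by the most genes in the genotype split, 1 of 3 splits. Weaker enrichment in the ubp5 libraries was not tested, since folds depend on the depth of each library. A biological difference between the genotypes stays open.

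Genes gaining both marks overlapped more than shifts along the genome gave. Stratified by deciles of gene length the odds ratio was 1.80, which argues against gene length. Of 72 splits that mixed genotypes for both marks, 6 gave an odds ratio as large and the median was 0.623, so differences between libraries unrelated to genotype cannot be excluded and the 2 sources cannot be told apart.

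The telobox enrichment was weighed in the same way. Stratified by deciles of GC content the odds ratio was 2.03, and at matched covered length it was 2.30, which argue against GC content and against weak peaks that pass only where more sequence was called. As many as 4 of the 10 splits gave an odds ratio of at least 2.10, and 1 of 10 gave at least 2.30 at matched covered length. The other splits are no clean comparison, since each puts 2 ubp5 libraries into 1 group. In all 9 of them the larger odds ratio lay with that group, at matched and at unmatched length. Per library, the share of genes with an H2Aub peak that had a telobox was 12.4% ± 1.72 (SD, n = 3) in Col-0 and 15.9% ± 0.798 (SD, n = 3) in ubp5. At matched covered length it was 10.9% ± 0.491 (SD, n = 3) and 14.8% ± 0.260 (SD, n = 3), and the lowest ubp5 library lay 3.06 percentage points above the highest Col-0 library (exact permutation test, two-sided, p = 0.1, the smallest possible). All nuclear genes had a telobox in 16.0% of cases. The 3 Col-0 libraries lay below that with and without matching. Without matching, ubp5 replicate 2 lay below it (15.0%) and replicates 1 and 3 did not (16.1% and 16.5%), whereas with matching all 3 ubp5 libraries did. That UBP5 keeps H2Aub low at genes with a telobox may be a hypothesis to follow, with a test in more libraries.

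Peaks on newly marked genes were weaker members of their lists. Within the 3 ubp5 H2Aub lists, their median −log10 q lay at percentiles 35.1, 34.6 and 47.8, against 61.0, 56.2 and 65.2 for peaks on commonly marked genes. In the 2 H3K27me3 lists of ubp5, 20.2% and 25.2% of the peaks on newly marked genes ranked above the middle of their list. No explanation was tested for this.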
